A study of Xenopus laevis with 3 samples. Its data were reported in "Transcriptomic Analysis Identifies Candidate Genes for Differential Expression during Xenopus laevis Inner Ear Development" (2024).

How the data were processed

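Inner ear RNA of 3 juvenile replicates, each a pool of separate animals, was hybridised by the authors to GeneChip arrays (Affymetrix) made for this species. The authors preprocessed the scans with GCRMA, which corrects background from probe sequence and normalizes across arrays, in JMP Genomics, and deposited 1 log2 value in arbitrary units per Xl-PSID and array. Whether these 3 arrays were normalized alone or together with larval arrays is not given in the sources used here. GCRMA places unexpressed probe sets at a floor near 2, which depends on probe sequence, so differences near it are compressed. Scanner files were not used here, so background correction and scan batches could not be varied.

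The deposited table held 32635 probe sets, no missing values and no pair of identical columns. The 96 control probe sets were left out of all counts, which left 32539, and were used only for 5′ to 3′ differences. The 32539 include 64 probe sets for reporter sequences, of which 1 was detected. Gene symbols came from the platform annotation and were updated by Entrez ID through a RefSeq table (Xenopus_laevis_v10.1), which was used for names only, so no coordinates are given. Of the probe sets used, 15495 had 1 symbol, 279 had several and were not named, and 16765 had no row. Some probe sets without a symbol bear a gene name in the study, so a gene called not detected is so only on probe sets with 1 symbol. Probe sets of L and S homeologs were joined into 1 gene, and numbered copies were kept apart. The 202 probe sets listed by the study were matched after the prefix Xl was read as Xl2. They are those of greatest fold per direction of a category, 15 each, and those that differed in every comparison, not whole categories.

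Groups, gene lists, tests and alternatives were fixed before the data were examined, apart from those named as chosen later and the closing tests and lists on single patterns. A probe set was called detected at a mean of 4 or more, the intensity minimum stated in the methods of the study, and the difference minimum was 1.5 on the log2 scale. Detection was also tested with limma 3.58.1 in R 4.3.3, as a one-sided moderated test of a mean above 4 (for globins, a test added after seeing the data) with Benjamini-Hochberg adjustment at 0.05. For 20 lists holding 1095 entries, from hair cell genes to markers of other tissues and a control list of other organs, detected genes were counted and compared with all other named genes by a two-sided Fisher exact test in scipy 1.17.1 (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). For 15 list entries an older or newer symbol was matched by hand after the files were seen. Shifts of a list on a replicate were medians of the value minus the mean of the other arrays, placed among 10000 random lists matched on mean in 20 bins. The study's analysis of variance between stages was not run, because the juvenile arrays form a single group.

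Genes named in the text follow a rule set in advance: genes picked per list from textbook knowledge, the 10 probe sets with 1 symbol and the largest range, the 3 members furthest in each list outside the random lists, of which examples are given, and study probe sets whose detection differs from what their category implies, such as those lower in juvenile yet detected. Other members of lists, such as myo6, ush1c, calb1, barhl1, lhx3, cryba1, rpe65 and tf, were chosen after their values were seen, and of the study probe sets lower in juvenile yet detected those with a symbol were named.

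The tests were tried on simulated data. With 32539 probe sets, the limma test called 69%, 84% and 96% of those set 0.5, 1 and 2 above the minimum and 3% of those set at it. With 9240 genes, the Fisher exact test called 4.8% of random lists at a p below 0.05 without adjustment. Lists of 40 genes with 38 detected all give the same p, so the 100% called there was fixed in advance and measures no power. With 20942 probe sets, the list shift placed 6% of unshifted lists outside the random lists and 100% of those shifted by 0.3 on 1 array. These simulated lists held unrelated probe sets, so the 6% does not cover lists whose genes vary together. Alternatives were other minimums (3, 5, 6 and 8), quantile normalization, other probe set rules and classes, other list memberships and leaving out each replicate.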

Results

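Inner ear tissue of post metamorphic Xenopus laevis juveniles was profiled on 3 GeneChip arrays, and all 3 belong to 1 group. Each replicate held RNA pooled from separate animals of 3 months of age, with 5, 5 and 6 animals in replicates 1, 2 and 3 and mean weights of 9, 9.6 and 9.6 g. The arrays carried 32539 probe sets (Xl-PSIDs) besides controls, and the median GCRMA values were 7.57, 7.49 and 7.53 a.u. (log2) on replicates 1, 2 and 3. The larval stages were not analysed here, so no comparison between stages was made, and the number of arrays limits the precision of every value. Unless stated otherwise, values are means ± SD of log2 intensities over n = 3 arrays. A gene is printed with the value of its Xl-PSID of highest mean among those with 1 gene symbol, except where the probe sets furthest from the other replicates, or those printed by the study, are described. A gene called not detected is so on these Xl-PSIDs alone, since others without a symbol here may stand for the same gene.

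The first question was how closely the replicate arrays matched. Among genes of intermediate level, transcripts for the transcription factor gata3 (10.29 ± 0.03) and the cell cycle kinase cdk1 (6.88 ± 0.06) varied little between replicates. In contrast, the Xl-PSID for the skin gland peptide xenoxin1 read 7.49, 7.99 and 1.89 on replicates 1, 2 and 3, and an Xl-PSID for the muscle myosin myh8 read 6.82, 2.71 and 3.00. Pearson's r across all probe sets was 0.994 for replicates 1 and 2, 0.995 for replicates 1 and 3 and 0.995 for replicates 2 and 3. Among detected probe sets alone it was 0.981, 0.981 and 0.982. A difference of 1.5 or more was found for 416 probe sets between replicates 1 and 2, 374 between replicates 1 and 3 and 339 between replicates 2 and 3. These correlations run across probe sets, which are not independent replicates.

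Detection in the juvenile inner ear was then examined at the intensity minimum of 4. Transcripts for the secreted calcium binding glycoprotein sparc (14.75 ± 0.04), cytoplasmic actin actg1 (14.76 ± 0.07) and the cartilage collagen col2a1 (14.14 ± 0.21) lay far above it. The pancreatic hormone ins (1.93 ± 0.00) and the digestive protease prss1 (1.94 ± 0.02) lay below it. The mean reached 4 for 20942 of 32539 probe sets (64.4%), and 20517 were at or above 4 on each array. The one-sided limma test of a mean above 4 passed 20228 at a Benjamini-Hochberg adjusted p below 0.05. Of the 15495 probe sets with 1 gene symbol 72.8% were detected, against 56.3% of the 16765 without a row in the gene table. Those with 1 symbol stood for 9240 genes, of which 7415 (80.2%) had at least 1 detected probe set. Among the 3936 genes with several probe sets, 1274 (32.4%) had probe sets that differed on detection.

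Genes of the sensory epithelium and the otic territory were examined next. Of the 14 hair cell genes measured, 12 were detected, including the unconventional myosin myo6 (12.72), the Usher syndrome scaffold ush1c (11.61) and the calcium binding protein calb1 (7.97), while the transcription factors barhl1 (1.87) and lhx3 (2.10) were not. Another list also holds 7 of these 14 genes, and of the 7 held by the hair cell list alone 5 were detected. The count therefore does not rest on hair cell markers alone. The 8 hair cell genes picked in advance for naming, among them myo7a, cdh23 and otof, had no probe set under those exact symbols, and 51 of the 65 entries of this list were unmatched. Of these 8, oncomodulin (ocm) was measured as numbered copies, which the count for this list leaves out. Of 49 otic transcription factors and signals, 38 were detected, including sox9 (12.93 ± 0.07), sox2 (11.83 ± 0.17), pax2 (10.49 ± 0.22), dlx5 (8.62 ± 0.57) and eya1 (5.43 ± 0.30). The probe set for neurod1, a regulator of otic neurons, was at 5.03 ± 1.54. For pax2, 6 of 7 probe sets were detected, and for neurod1 1 of 2.

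The acellular membranes and the endolymph, the potassium rich fluid that bathes hair cells, were represented by 13 and 33 genes. In the list for the otoconial and tectorial matrices, 12 of 13 genes were detected, including sparc and tecta.2 (8.90 ± 0.36), a tectorial membrane glycoprotein. Another list also holds 7 of these 13 genes, so the count does not rest on markers of these matrices alone. Among genes for endolymph ion transport, 25 of 33 were detected, including the potassium channel kcnq1 (11.51 ± 0.16) and its subunit kcne1 (5.51 ± 0.30), the cotransporter slc12a2 (8.99 ± 0.30) and the carbonic anhydrase ca2 (12.65 ± 0.12). Slc26a4.1, a copy of the gene for the anion exchanger pendrin, was at the floor of the scale and not detected, and slc26a4.3 was at 4.37 ± 0.02. Of 63 genes for hereditary deafness, 51 were detected, including the gap junction protein gjb2 (14.89 ± 0.03), wfs1 (13.24 ± 0.04) and chd7 (12.23 ± 0.20). Other lists also hold 14 of the 33 endolymph genes and 36 of the 63 deafness genes.

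Marker genes of nerve, skeletal and vascular tissue, pigment cells and leukocytes were then counted. Detection does not show which tissue a transcript came from, since 18 of 100 genes of other organs were also detected. In the neuron list 29 of 36 genes were detected, including the neurofilaments nefl (10.82 ± 0.78) and nefm (10.70 ± 1.05) and the synaptic protein snap25 (13.29 ± 0.30), but not syt1 (2.80 ± 0.15). Of 15 Schwann cell genes 13 were detected, including the myelin genes pmp22 (14.73 ± 0.13) and mbp (14.27 ± 0.14), but not their regulator egr2 (1.92 ± 0.00). Cartilage and bone had 27 of 31 genes detected, with bglap (10.76 ± 0.77) and matn1 (8.18 ± 0.08) detected. For the osteoblast factor sp7 the probe set with a symbol was at 1.82 ± 0.00, while a probe set without a symbol here, which bears this name in the study, was at 4.73 ± 0.96. Endothelium and smooth muscle had 21 of 24, including pecam1 (6.51 ± 0.39) and acta2 (10.17 ± 0.37). Of 10 pigment cell genes 9 were detected, including pmel (12.57 ± 0.18) but not mitf (2.13 ± 0.00). Leukocyte markers had 20 of 29, with cd74 (13.35 ± 0.10) and lcp1 (7.47 ± 0.15) detected and ptprc (2.04 ± 0.00) not.

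Skeletal muscle, skin, proliferation and hormone response genes were also counted. Of 49 skeletal muscle genes 28 (57.1%) were detected, including acta1 (11.19 ± 0.99) and mylpf (10.11 ± 0.81). Skin had 33 of 49 (67.3%), with krt19 (15.35 ± 0.04), krt61 (13.15 ± 0.24) and the gland peptide xt6l (9.32 ± 1.82) detected and krt12.4 (2.20 ± 0.01) not. Of 91 proliferation genes 69 were detected, including mki67 (9.97 ± 0.50) and pcna (11.84 ± 0.09), while aurkb (3.48 ± 0.30) was below the minimum and 2 of 4 probe sets for mki67 were below it. Thyroid hormone signalling had 18 of 27, with the receptor thra (8.71 ± 0.36) and the deiodinase dio3 (7.58 ± 0.49) detected. For the response gene klf9 the probe sets with a symbol were not detected (highest mean 2.26 ± 0.05), while a probe set without a symbol here, which bears this name in the study, was at 4.98 ± 1.00. Immediate early and heat shock genes had 31 of 33, including hspa8 (12.76 ± 0.15) and jun (7.88 ± 0.34).

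Each list was set against all other named genes with a two-sided Fisher exact test, adjusted over 20 lists. Ribosomal proteins, among them rpl8 (15.19 ± 0.01), were detected for 70 of 71 genes (adjusted p = 4.31e-05) and oxidative phosphorylation for 63 of 63 (adjusted p = 1.45e-05), shares above that of other genes. Skeletal muscle was below it (adjusted p = 0.00101). The control list of genes of other organs was detected for 18 of 100 (adjusted p = 5.64e-40), among them the lens crystallin cryba1, the retinal pigment epithelium gene rpe65 and transferrin tf. The other 16 lists did not pass, with an adjusted p of 0.12 for skin and 0.16 for immediate early genes. Proliferation genes (75.8%, adjusted p = 0.582) nevertheless lay below other genes at minimums of 5, 6 and 8 (63.7%, 52.7% and 26.4%), by limma (67.0%) and with every probe set required (41.8%), with adjusted p from 4.10e-13 to 1 over all alternatives. Skin lay below other genes at a minimum of 5, on every array and by limma (adjusted p = 0.0287, 0.048 and 0.0201), with adjusted p up to 0.386 in the other alternatives, and leukocyte markers did at a minimum of 6 (adjusted p = 0.0268, and 0.0977 or more in the others). Genes are not independent replicates, so these values describe the 3 arrays. The ribosomal call ended when every probe set of a gene had to be detected (adjusted p = 0.514) and without probe sets that can match several transcripts (adjusted p = 0.446).

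**Figure D1:**
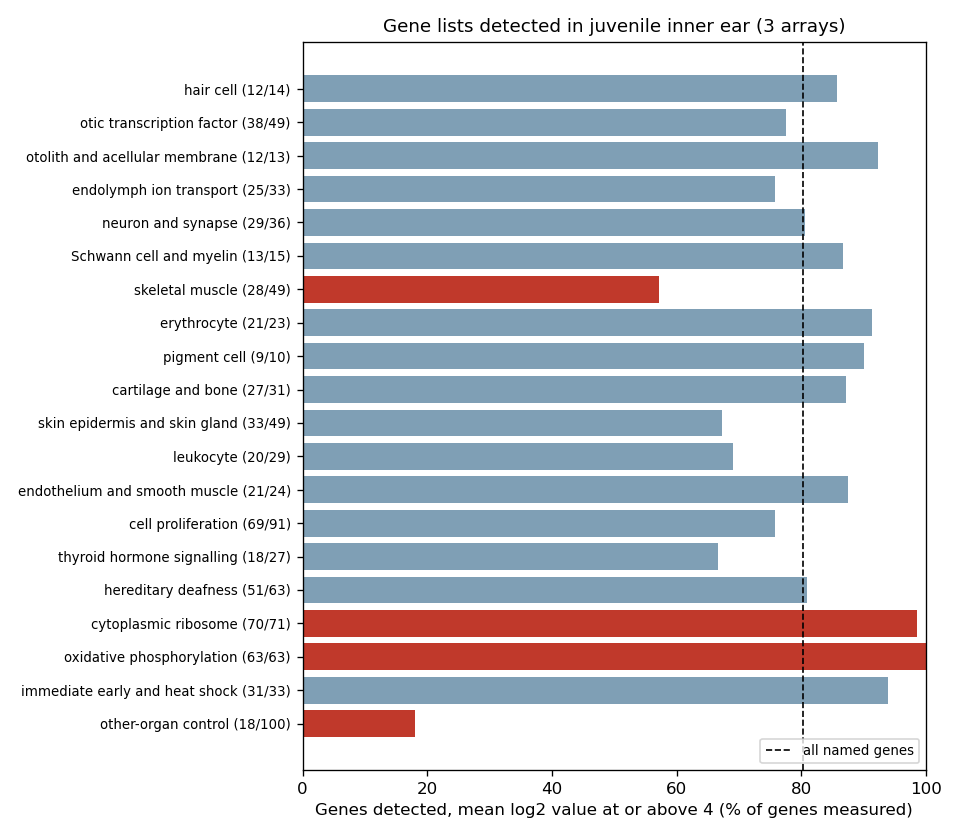
Percentage of the measured genes of each list with at least 1 probe set at a mean log2 value of 4 or more over the 3 juvenile arrays, with detected and measured genes in parentheses. Red bars mark an adjusted Fisher exact p below 0.05, and the dashed line marks all named genes at 80.2%; the control list of other organs lies at 18%.

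Globins were considered separately because the study named them among its greatest changes. The adult globins hba1 (13.30 ± 0.33) and hbg1 (15.18 ± 0.03) were detected, as was the heme synthesis enzyme alas2 (10.06 ± 0.11). Lower means with a wider spread were found for hba3 (7.30 ± 1.31), hbd (7.79 ± 1.36), hba4 (5.69 ± 1.68), hba2 (5.03 ± 0.99) and hbg2 (4.31 ± 2.25), and hbe1 (2.04 ± 0.06) was not detected. The value for hbg2 holds for its probe sets with a symbol, and a probe set without one here that the study names as a copy of hbg2 was at 14.09 ± 0.28. Among globin probe sets with a symbol, 11 of 14 were detected, for 9 of 10 genes, and the limma test passed 5 of these genes. It did not pass hba2, hba4, hba-l5 or hbg2, and hbg2 read 3.40, 6.87 and 2.66 on replicates 1, 2 and 3. Of the 23 genes of the erythrocyte list 21 were detected.

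The study grouped Xl-PSIDs by the comparisons between stages in which they differed, and the juvenile level of those it printed was examined here. These were the 15 of greatest fold per direction of a category and those that differed in every comparison, not whole categories. All 54 printed as higher in juvenile were detected, a count fixed in advance because a higher level had to reach the same intensity minimum on these arrays. Of 55 printed as lower in juvenile, 22 were detected on average and the limma test passed 10. A lower level does not mean absence, and those lower in juvenile yet detected included olfm4 (7.08 ± 1.02), rflnb (5.97 ± 0.70), myh4 (7.52 ± 1.48) and ocm4.1 (5.88 ± 1.06). A second Xl-PSID listed for ocm4.1 was at 2.53 ± 0.26 and not detected. Also detected on average were neurod1, myh8, hba2, hba3, hba4, hbg2 and the deiodinase dio2 (4.53 ± 0.73), and of these the limma test passed hba3 alone. For the muscle actin actc1 the listed Xl-PSID was at 5.48 ± 0.08. Of the Xl-PSIDs listed as higher at a larval stage than in the other 2 stages, 2 of 15 for the younger and 4 of 15 for the older larval stage were detected. These lists were chosen on the same juvenile arrays and are not independent evidence of their direction.

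The last question was whether any tissue was unevenly represented among the pools. The neuron list stood apart, with a median over its 44 detected probe sets 0.94 higher on replicate 1 than the mean of the other arrays and -0.91 on replicate 3. On replicate 1, 34 of the 44 were highest, and on replicate 3, 34 were lowest. Both medians were smaller with the opposite array left out, at 0.59 for replicate 1 minus 2 and 0.50 for replicate 2 minus 3. Among the members furthest from the other replicates, a probe set for the axonal intermediate filament prph read 7.32, 4.66 and 4.95 on replicates 1, 2 and 3, one for the microtubule regulator stmn4 read 8.57, 6.85 and 5.45, one for the synaptic vesicle protein syn1 read 5.70, 3.57 and 3.10, and one for the synuclein sncg read 11.33, 10.71 and 8.98. The probe sets of highest mean for these genes moved less, at 7.91, 8.01 and 6.77 for prph, which was not highest on replicate 1, at 8.70, 8.04 and 6.97 for stmn4 and at 13.40, 13.15 and 12.26 for sncg, while that for syn1 is the one given. In the hereditary deafness list (0.08 on replicate 1 and -0.12 on replicate 3), neurod1 read 6.75, 4.57 and 3.78. Myelin genes were lower on replicate 3 (Schwann list median -0.17), and an mbp probe set of lower mean than that printed above read 11.85, 11.87 and 10.62. The Schwann list was 0.12 higher on replicate 1, which became -0.018 with replicate 3 left out, and the deafness list on replicate 3 became -0.032 with replicate 1 left out. On replicate 3 the 5′ minus 3′ difference of control transcripts, a sign of RNA quality, was also lowest, at -1.36 for gapdh against -1.13 and -1.04 on replicates 1 and 2.

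Skeletal muscle moved differently, with a list median of 0.38 on replicate 3 and -0.45 on replicate 2. A probe set for the S homeolog of troponin tnnc2 read 4.74, 4.76 and 7.99 on replicates 1, 2 and 3, the sarcomere protein actn3 read 6.50, 6.51 and 9.47, and a probe set for the calcium pump atp2a1 read 8.56, 8.69 and 11.52. The probe sets of highest mean read 8.05, 7.76 and 9.90 for tnnc2 and 11.91, 11.79 and 11.69 for atp2a1, the latter lowest on replicate 3. The myosin myh8 instead was highest on replicate 1. With replicate 3 left out, the list on replicate 2 was at -0.15 and no longer outside the random lists. With replicate 2 left out, the list stayed higher on replicate 3 by less, with a median of -0.20 for replicate 1 minus 3. Pigment cell genes had a median of -0.57 on replicate 1, where tyrp1 read 9.22 against 10.52 and 9.95 on replicates 2 and 3. Their medians of 0.22 and 0.25 on replicates 2 and 3 became 0.07 and -0.07 with replicate 1 left out.

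Skin gland peptides, the defence peptides of skin glands, were lower on replicate 3. Of 3 probe sets for xt6l, the one of highest mean read 10.35, 10.40 and 7.22, and the probe set for levi.2 read 8.34, 8.41 and 5.25, while the whole skin list had a median of -0.08 on this replicate. Immediate early genes had a median of -0.22 on replicate 3, where fos read 6.33 against 9.28 and 9.82 on replicates 1 and 2. Oxidative phosphorylation genes had medians of 0.13 on replicate 2 and -0.14 on replicate 3. With replicate 3 left out, their median for replicate 1 minus 2 was -0.071, a smaller excess on replicate 2. Cartilage and bone genes had a median of -0.12 on replicate 3, with bglap at 10.12 against 10.56 and 11.61. With a replicate left out, cartilage and bone became -0.053 (without replicate 1) and -0.082 (without replicate 2) and the skin list -0.072 (without replicate 2), no longer outside the random lists. On this same replicate the control transcripts had lower signal toward the 5′ end, a sign of RNA quality. The 5′ minus 3′ difference was -3.13, -3 and -3.87 for ef1a and -1.13, -1.04 and -1.36 for gapdh on replicates 1, 2 and 3.

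Across the 20 lists and 3 replicates, 28 of 60 medians lay outside the middle 95% of 10000 random lists matched on mean value, and 16 lists lay outside on at least 1 replicate. For lists of unrelated probe sets 3 would be expected. That number does not hold for these lists, whose genes can vary together or have several probe sets, and whose 3 medians are tied to each other. With each replicate left out in turn, 11 of the 28 kept their side and 17 lost it. Those that kept it were the neuron list on replicates 1 and 3, muscle on replicate 3, pigment and thyroid hormone genes on replicate 1, Schwann cell and immediate early genes on replicate 3, oxidative phosphorylation on replicates 2 and 3, deafness genes on replicate 1 and skin on replicate 2. Without replicates 1, 2 and 3, 9, 8 and 11 lists lay outside. Thyroid hormone genes had a median of -0.15 on replicate 1, where a probe set for nr3c1, the glucocorticoid receptor, read 7.39 against 8.70 and 8.51 and that of highest mean 9.17 against 9.36 and 9.58, and skin had 0.09 on replicate 2. Several small medians were lost with 1 replicate left out. Otic factors had 0.08 on replicate 2, immediate early genes 0.13 and 0.12 on replicates 1 and 2 and proliferation genes -0.12 on replicate 2, which became -0.014, 0.023, -0.023 and -0.050 without replicate 3. Acellular membranes had 0.11 on replicate 1, the erythrocyte list -0.08 on replicate 1 and proliferation genes 0.09 on replicate 3, which became 0.088, 0.025 and 0.046 without replicate 2. Endolymph genes had 0.10 and the erythrocyte list 0.11 on replicate 2, which became 0.018 and 0.061 without replicate 1. The control list of other organs had -0.32 on replicate 1, which became -0.15 without replicate 2 and -0.11 with the mean in place of the median, inside the random lists. With a single array per pool no test of 1 pool against the others was possible, and the percentiles describe these arrays only.

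**Figure D2:**
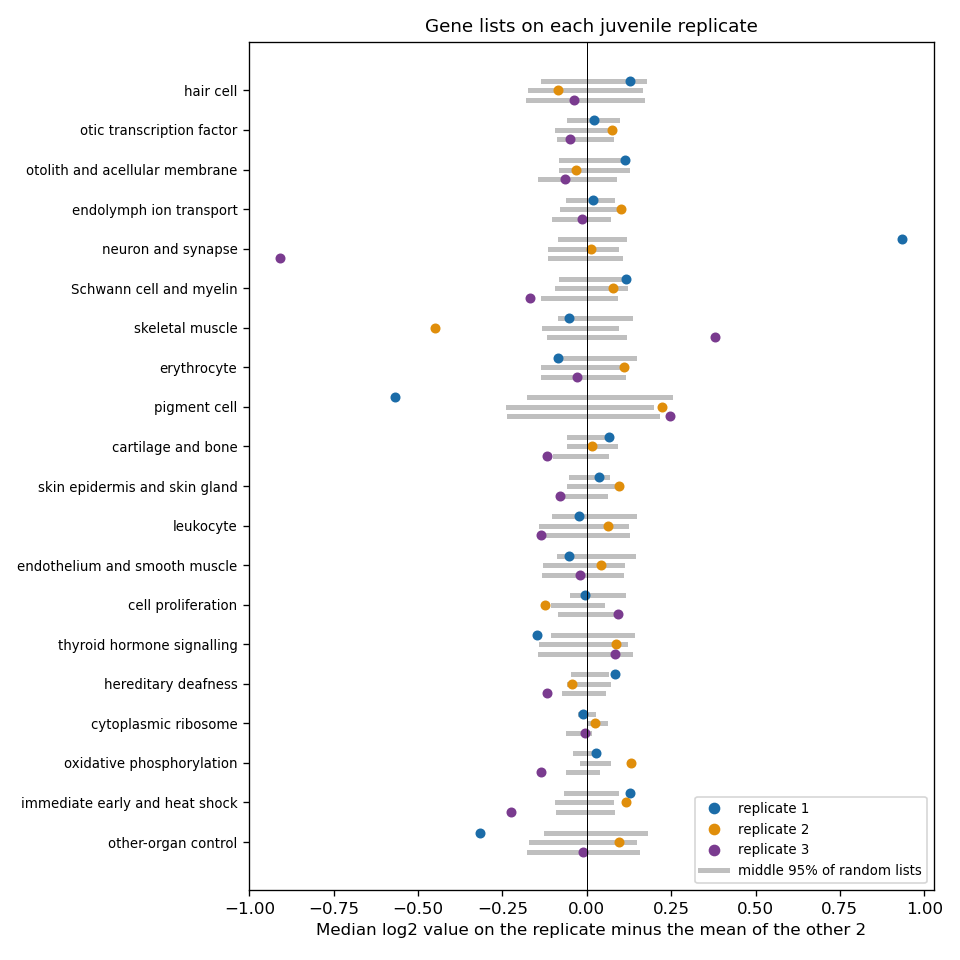
Median log2 value of the detected probe sets of each list on a replicate minus the mean of the other 2 arrays, with replicates in colour and grey bars for the middle 95% of matched random lists. The neuron list lies at 0.94 on replicate 1 and -0.91 on replicate 3.

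Among detected probe sets, 605 of 20942 (2.89%) had a range of 1.5 or more over the 3 arrays. Replicate 1 stood apart for 238 of them, replicate 2 for 201 and replicate 3 for 166. Those with 1 gene symbol and the greatest range included emc10 (9.41, 2.44 and 10.84 on replicates 1, 2 and 3), hmbox1 (2.20, 9.93 and 3.91), g6pc1.1 (at the floor, 9.35 and 8.08), MGC146443 (3.59, 9.24 and 3.76), lgals1.3 (7.33, 7.60 and 2.05), anxa5 (2.28, 7.75 and 7.75) and the gland peptide levi (7.58, 7.29 and 2.25). Other detected probe sets for emc10 and anxa5 had ranges below 1.5. With replicates 1, 2 or 3 left out, 257, 299 and 323 probe sets had such a range between the remaining arrays.

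**Figure D3:**
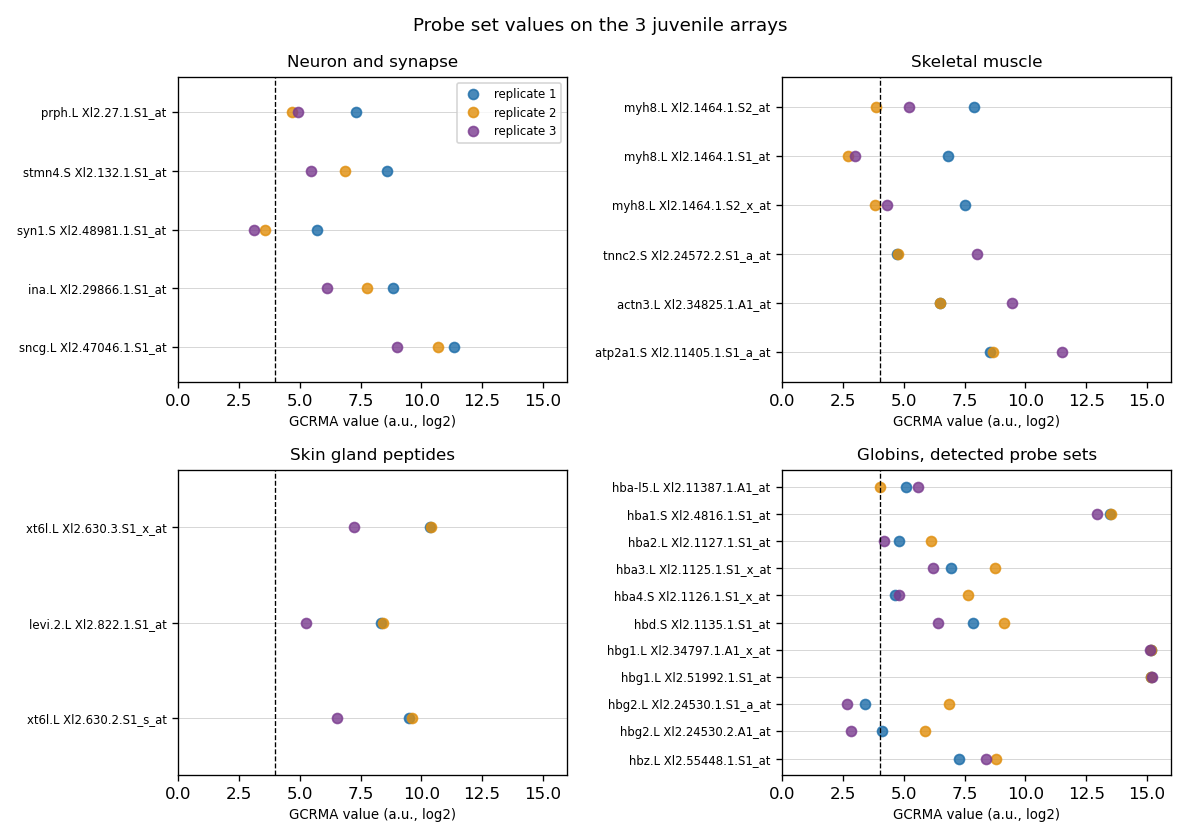
GCRMA values (a.u., log2) of single probe sets on the 3 juvenile arrays, coloured by replicate, for the furthest members of the neuron, muscle and skin lists and for the detected globins. The dashed line marks the minimum of 4; the globin hbg2 reads 3.40, 6.87 and 2.66 on replicates 1, 2 and 3.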

Values the study reported

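The study reported 1510 differentially expressed Xl-PSIDs over its larval and juvenile stages. The juvenile centric category held 432 Xl-PSIDs, and 48% of these were upregulated in the juvenile. For the globins hbg2-a and hbg1 it gave log2 fold changes of 11.9 and 10.3 between juvenile and the younger larval stage, and for neurod1 a log2 fold change of −6.6. The juvenile replicates were drawn from 5, 5 and 6 animals, and all RNA samples reached an integrity number of at least 9.0.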

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

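No paired analysis was possible because the labels hold 1 group. The tests without older symbols, the limma count of globins and the shifts without genes of another list were chosen after seeing the data. The count of detected probe sets stayed within 1.5 times under the alternatives run on it, and the neuron list on replicates 1 and 3 kept its side in 20 of 20. Of 260 list detections 249 kept their verdict, 26 of them with a changed direction and none of these passing, 9 newly passed and 2 ended; of 600 list shifts 507 kept theirs, 64 of them with a changed sign, 28 newly lay outside the random lists, 49 no longer did and 16 that lay outside in either setting changed sign. Agreement was 0.981 among detected probe sets and 0.994 to 0.995 with a replicate left out. The most probe sets apart in a pair were 1184 at a minimum of 1 and 171 at 2. Those with a wide range were 1767 at 1, 250 at 2 and 337 with means at or above 6, and 257 to 323 with a replicate left out, where fewer arrays give smaller ranges. Study sets lower in juvenile had 6, 2 and 10 detected at minimums of 6 and 8 and by limma, and globins 5, 3 and 5 genes likewise, since these bounds are stricter. As shares below other genes, skin passed at 61.2% at a minimum of 5, 63.3% on every array and 61.2% by limma, proliferation at 63.7%, 52.7% and 26.4% at 5, 6 and 8, 67.0% by limma and 41.8% with all probe sets required, and leukocytes at 51.7% at 6. The ribosome call ended at 86.2% without shared probe set classes and 73.2% with all probe sets required. In what follows the number after a list is its replicate. With 1 probe set per gene, otic factors on 2 (0.022), acellular membranes on 1 (0.090), erythrocytes on 1 (-0.098), pigment on 2 (0.18), pigment on 3 (0.22) and cartilage on 3 (-0.098) no longer lay outside, while muscle on 1 (-0.16) and endothelium on 1 (-0.15) newly lay outside. With means at or above 6, otic factors on 2 (0.070), endolymph on 2 (0.092), erythrocytes on 1 (-0.0037), erythrocytes on 2 (0.095), pigment on 3 (0.22), proliferation on 2 (-0.050) and proliferation on 3 (0.049) no longer lay outside, while muscle on 1 (-0.17), cartilage on 1 (0.068) and leukocytes on 2 (0.14) newly lay outside. By mean, otic factors on 2 (0.087), acellular membranes on 1 (0.082), cartilage on 3 (-0.085), proliferation on 2 (-0.10), deafness on 3 (-0.11) and other organs on 1 (-0.11) no longer lay outside, while hair cells on 1 (0.23), otic factors on 3 (-0.13), erythrocytes on 3 (-0.35), thyroid on 2 (0.17) and ribosome on 1 (-0.058) newly lay outside, while ribosome on 2 (-0.027) and ribosome on 3 (0.084) changed sign. Without a filter on low values, cartilage on 3 (-0.036), thyroid on 1 (-0.0028) and immediate early genes on 2 (0.00012) no longer lay outside, while muscle on 1 (-0.0049) and cartilage on 1 (0.038) newly lay outside, while endolymph on 2 (-0.00037), skin on 2 (-6.1e-05), skin on 3 (0.00037), deafness on 3 (0.0015) and other organs on 3 (0.0043) changed sign. After quantile normalization, leukocytes on 3 (-0.12) newly lay outside. Without shared probe set classes, otic factors on 2 (0.067), erythrocytes on 1 (-0.086), pigment on 3 (0.17), cartilage on 3 (-0.063), proliferation on 2 (-0.075), proliferation on 3 (0.086) and immediate early genes on 1 (0.10) no longer lay outside, while thyroid on 2 (0.14) newly lay outside. Without genes of another list, otic factors on 2 (0.078), acellular membranes on 1 (0.097), endolymph on 2 (0.092), erythrocytes on 1 (-0.034), cartilage on 3 (-0.098), skin on 3 (-0.079) and deafness on 1 (0.084) no longer lay outside. With a replicate left out, medians for which a call changed ranged over -0.014 to 0.18 for otic factors on 2, -0.18 to 0.016 for otic factors on 3, 0.088 to 0.092 for acellular membranes on 1, -0.092 to -0.045 for acellular membranes on 2, -0.10 to 0.048 for endolymph on 1, 0.018 to 0.10 for endolymph on 2, -0.59 to 0.50 for neurons on 2, -0.018 to 0.24 for Schwann cells on 1, 0.018 to 0.17 for Schwann cells on 2, -0.20 to 0.15 for muscle on 1, -0.46 to -0.15 for muscle on 2, -0.11 to 0.025 for erythrocytes on 1, 0.061 to 0.11 for erythrocytes on 2, 0.065 to 0.62 for pigment on 2, -0.065 to 0.48 for pigment on 3, -0.082 to -0.053 for cartilage on 3, -0.10 to 0.072 for skin on 1, -0.10 to -0.072 for skin on 3, 0.084 to 0.16 for leukocytes on 2, -0.16 to -0.059 for leukocytes on 3, -0.10 to -0.032 for endothelium on 1, 0.065 to 0.10 for endothelium on 2, -0.14 to -0.050 for proliferation on 2, 0.046 to 0.14 for proliferation on 3, 0.063 to 0.16 for thyroid on 2, -0.063 to 0.15 for thyroid on 3, -0.083 to 0.032 for deafness on 2, -0.14 to -0.032 for deafness on 3, -0.071 to 0.12 for oxidative phosphorylation on 1, 0.023 to 0.19 for immediate early genes on 1, -0.023 to 0.21 for immediate early genes on 2, -0.28 to -0.15 for other organs on 1 and 0.076 to 0.28 for other organs on 2. Of those that changed sign without a filter, skin on 2 and 3 still lay outside the random lists on the same side and other organs on 3 newly lay outside, as did ribosome on 2 and 3 by mean. Lists outside on a replicate numbered 8 to 11 with a replicate left out. The cause of these changes was not tested. Values near the floor of about 2 carry no order.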

Other observations

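Oncomodulins, calcium binding proteins of the parvalbumin family, split into detected and undetected copies. Of 8 oncomodulin genes 3 were detected: ocm3 (11.78 ± 0.93), ocm4.4 (9.37 ± 1.06) and ocm4.1 (5.88 ± 1.06), while ocm4.5 was at 1.96 ± 0.00 and ocm4.2 at 2.25 ± 0.05 (n = 3 arrays). The detected probe set of ocm4.1 is of a class that can match several transcripts, so its signal may come from another copy. The other probe set of ocm4.1 was at 2.53 ± 0.26 and not detected. On replicate 3 ocm3 read 12.84 against 11.11 and 11.39 on replicates 1 and 2. On the same replicate the skeletal muscle list had a median of 0.38, and the 5′ minus 3′ difference of gapdh was -1.36 against -1.13 and -1.04. These genes were chosen after their values were seen. Of 2009 genes with probe sets for both the L and the S homeolog, both were detected for 1518 (75.6%), L alone for 163, S alone for 128 and neither for 200. For the 291 genes with a single detected homeolog, the two-sided exact binomial p of L against S was 0.0461, without adjustment. This test was not among those fixed in advance. The number of probe sets per homeolog was not matched and genes are not independent replicates, so no preference for L can be drawn from it.

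For emc10 and anxa5, a single probe set that read far apart between pools was not followed by the other detected probe sets of the gene, unlike hbg2 and myh8, whose detected probe sets moved together. The emc10 probe set at 9.41, 2.44 and 10.84 on replicates 1, 2 and 3 stands for the L homeolog. The other detected probe set of this homeolog read 9.26, 8.88 and 8.91, and one for the S homeolog read 10.30, 10.70 and 10.43. The anxa5 probe set at 2.28, 7.75 and 7.75 stands for the S homeolog. Another of this homeolog read 13.15, 13.40 and 13.26, and one for the L homeolog read 13.47, 13.59 and 13.16.

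In the paragraphs on patterns that follow, the tests on RNA quality, central nervous system tissue and shared probes, and that on genes higher in juvenile, were chosen after the result was seen, as was leaving 2 globins without a symbol here out of the study sets. The other tests in these paragraphs also address patterns already seen. The lists of central nervous system, sensory ganglion and skin gland peptide genes were written for these closing tests. Intervals are 95% bootstrap intervals of a median over probe sets, which are not independent replicates.

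The neuron list was higher on replicate 1 (0.94) and lower on replicate 3 (-0.91). Against RNA quality as the cause of the excess on replicate 1 over replicate 2, the differences of 5′ or middle minus 3′ signal over 5 control pairs had a median of -0.082 for replicate 1 minus 2, while the neuron list differed by 0.59 (0.28 to 0.89). These pairs came from gapdh, ef1a and actin alone, and their signs were mixed. Both pairs of ef1a and the 5′ pair of gapdh were lower on replicate 1. The middle pairs of gapdh (-0.19 against -0.24) and actin (-0.92 against -0.96) were slightly higher there. The 5′ probe set of actin, at the floor on all arrays, was left out. RNA quality may still account for part of the low values on replicate 3, where 6 of the other 19 lists also lay below random lists. The muscle, pigment and proliferation lists lay above random lists there, and all RNA samples reached the integrity minimum that the study gave. The part due to RNA quality cannot be told apart on 1 array. Carry-over of central nervous system tissue was not settled. Its marker genes were detected for 2 of 12 against 29 of 36 in the neuron list (Fisher exact p = 0.000135). Near the floor were gad1.1 (2.03), gad1.2 (2.05) and slc32a1 (2.46), abundant transcripts of that tissue. The 2 shares cannot decide, since some of the 12 mark parts of it and a floor value can come from the probe set. In the neuron list itself syt1 was at 2.80. The 2 detected had a median of 1.05 for replicate 1 minus 3 (0.17 to 1.94), which describes neither. On replicates 1, 2 and 3 emx2 read 12.25, 12.05 and 12.08, and mab21l2 read 6.88, 5.51 and 4.95. A greater share of sensory ganglion stays open: 8 of 11 ganglion genes were detected, 7 of the 11 are held by another list, and the 2 probe sets outside the neuron list, a number too small to exclude it, gave -0.018.

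Skin gland peptides were lower on replicate 3 by a median of -3.09 (-4.17 to -1.51) over 10 probe sets, each lowest there although those of magainins differed little (10.49, 10.61 and 10.30 on replicates 1, 2 and 3 for one), and 7 of 9 measured genes of this list were detected, 4 of the 9 being held by another list. Probes shared between similar peptides were argued against, for these probe sets alone, by the 5 of the unique class, with a median of -3.55 (-5.85 to -2.12). Levi.2, xenoxin1 and levi had been named for their distance between replicates before this test was chosen, so it is not independent of the pattern. On replicate 3 sgp (2.07), xenoxin1 (1.89) and levi (2.25) were at the floor, while levi.2 (5.25) and pgla-a (7.09) stayed above 4 and were also lowest there. A single probe set can reach the floor on 1 array without the others of its gene, as for emc10 and anxa5. The size of the fall therefore cannot be read from the 3 at the floor. Carry-over of skin into the other pools stays open: the 54 remaining skin probe sets had a median of -0.056, inside the random lists (-0.08 to 0.05), but keratins such as krt19 also belong to other epithelia and would hide a small share. No biological explanation was tested, since the design holds a single group.

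Globins with a symbol other than hba1 and hbg1 were higher on replicate 2, by a median of 2.09 (0.97 to 2.90) over 8 detected probe sets, of which 7 were highest there, and hba-l5 was lowest there. More blood in this pool was argued against by erythrocyte genes other than globins, with a median of 0.072 (-0.029 to 0.14) over 25 probe sets. A pool less far past metamorphosis would lower the study sets higher in juvenile and raise those lower in juvenile on replicate 2. Without globins, those higher in juvenile had a median of 0.40 (0.27 to 0.47) over 50 probe sets, the opposite direction for these probe sets. Those lower in juvenile had -0.69 (-0.88 to 0.35) over 17, an interval too wide to decide. Such a pool is not excluded, because the study sets are extracts chosen on the same arrays. Probes shared between globin copies remain a candidate source, since the 5 probe sets of the unique class gave 1.63 (-1.32 to 2.43), and this cannot be told apart with so few.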
